A study of Emiliania huxleyi with 18 samples.

How the data were processed

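RNA was measured in axenic cultures of the coccolithophore Emiliania huxleyi, strain CCMP3266, a unicellular marine alga. Per the labels' protocols, cultures of 50 ml were started at 330 cells per ml and stood at 18 °C under 16 h of growth light (130 µmol photons per m2 per s) and 8 h of dark. UV cultures also received a UV lamp for 14 h per day, at 0.5 W per m2 of UV-A, 0.07 W per m2 of UV-B and 0.026 W per m2 of UV-C. The labels place 18 libraries in 6 groups of 3, with UV and control cultures harvested on days 7, 10 and 13. Replicate numbers were taken from the labels.

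Per the labels' protocols, total RNA was extracted with a column kit after bead beating, treated with DNase and made into MARS-seq2.0 libraries. That method tags each captured transcript with a unique molecular identifier (UMI), so that reads copied from 1 molecule during amplification can be counted once. The authors deposited a matrix of UMI counts and a matrix of read counts per gene, both whole numbers and not normalized. The aligner, the counting tool, the genome build and the annotation are not given in the sources used here. Both matrices held 41734 genes, of which 31094 had at least 1 UMI, and no entry lacked a gene identifier. The UMI count exceeded the read count of the same gene and library in 0 cases.

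The authors also deposited a table of their own DESeq2 comparisons, with log2 fold changes and adjusted p-values per comparison, per the file headers. The version and model of that fit are not given in the sources used here. That table listed 20313 genes. Its raw counts differed from the UMI matrix in 0 values, and it held the genes whose highest count in any library was 6 or more. Its normalized and log-transformed values per library and its other comparisons were not used here.

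Genes carry the authors' identifiers. The files do not pair these with gene names or descriptions, and 0 of them matched the reference gene table used here. A second identifier was given for 19234 genes, and 1543 of these shared it with another gene, so reads could be divided between their entries. Such genes are named as uncertain where they appear. No coordinates are reported, and tests of gene lists by function, planned before the data were examined, were not run because no descriptions were paired with the identifiers.

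The UMI total per library ranged from 1060640 to 9216603, an 8.69-fold span. Because UMIs count molecules, the depth sets the precision directly. For named genes with 3 or fewer UMIs over a group, the ratio of pooled counts is given with an exact 95% binomial interval, and a group with 0 UMIs was set to a floor of 3 UMIs over the group, which gives a lower bound on the fold. These intervals and bounds cover counting error only, not the spread between cultures. CPM are UMI counts relative to library totals scaled by the trimmed mean of M-values (TMM).

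The main test was edgeR's quasi-likelihood F-test (edgeR 4.0.16 in R 4.3.3) on the UMI counts, with TMM scaling, robust estimation and 1 mean per group in a single fit of all 18 libraries, so that the 6 groups shared an estimate of the spread. Genes were kept by filterByExpr with its default minimum count of 10 and minimum total of 15. This left 18196 genes, which held 99.7% to 99.8% of the UMIs in each library. The F-test has no direction, so its p-values are two-sided, and they were adjusted by the Benjamini-Hochberg method within each comparison, with a threshold of 0.05. The comparisons were UV against control on each day, the mean of those 3 differences, a joint test of whether the UV difference varied between days (the UV-by-day interaction), and day 13 against day 7 within each arm. Log2 CPM for principal components and correlations used a prior count of 2.

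Genes to be named were fixed by a rule before the data were examined. For each UV comparison it took the largest rises and falls past the threshold with a mean of at least 5 UMIs and with every UV library above, or below, every control library of the same day. The same rule was used for the day comparisons. For the interaction it took the smallest p-values past the threshold. As the identifiers have no names, at most 2 genes that rose and 2 that fell are given per comparison.

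The pipeline was tested on simulated data in which 200 of 18196 genes were changed 2-fold or 4-fold. Each gene was given its mean over all 18 libraries and its estimated spread, at the depth of the real libraries. The other genes did not change with day, and no day 10 batch was simulated. For UV against control, edgeR recovered 93% of the changed genes on day 7, 75.5% on day 10, 87.5% on day 13 and 94% for the mean of the 3 days. The shares of false calls were 6.06%, 6.79%, 6.91% and 5.05%. For the interaction 75% were recovered with 6.83% false calls. For day 13 against day 7, recovery was 88% with 7.37% false calls in the control arm and 85% with 8.60% in the UV arm. Most genes called for UV against control in the real libraries changed less than 2-fold. The simulated rates therefore need not hold for them, nor with the day changes and batch of the real libraries.

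Alternatives fixed before the data were examined were median-of-ratios scaling, total-count scaling, no low-count filter, a filter of at least 10 UMIs in at least 3 libraries, DESeq2 1.42.0, limma-voom with sample quality weights (limma 3.58.1), the read counts, the replicate number as a block, a fit of only the 6 libraries compared, and leaving out each replicate. Chosen after the data were seen were a library batch term for day 10, fits with only the shallow or only the deep day 10 libraries, and thinning of every library to the total of the shallowest. Replicate pairs were checked for duplicate libraries with a chi-square over genes holding at least 10 UMIs. The statistic per degree of freedom was 1.74 to 4.67 over the 18 pairs, so every pair differed by more than sampling noise and each library was counted once.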

Results

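Transcript levels were measured in 18 bulk libraries of the alga Emiliania huxleyi CCMP3266, from cultures grown under growth light alone (control) or with weak UV added. Each of the 6 groups, defined by arm and by harvest on day 7, 10 or 13, held 3 libraries. UMI totals per library were 5606912 to 8546930 in control day 7, 1060640 to 9216603 in UV day 7, 1124600 to 7455081 in control day 10, 1648083 to 5420491 in UV day 10, 5274045 to 6426803 in control day 13 and 3301281 to 4797836 in UV day 13. The number of genes with at least 1 UMI was 23501 ± 468 (SD, n = 3) in control day 7 and 22363 ± 2553 (SD, n = 3) in UV day 7. It was 20964 ± 2306 and 20817 ± 1608 on day 10, and 23385 ± 238 and 22465 ± 628 on day 13, for control and UV cultures (SD, n = 3 each).

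Replicates 1 and 2 of both arms on day 10 stood apart from the other libraries in their UMIs per read and were treated as a batch, although no label names one. These 4 libraries had 0.870 to 0.876 UMIs per read, against 0.700 to 0.795 in the other 14 libraries, and were shallower than replicate 3 of the same arm. The batch held both arms equally. Day 10 comparisons are therefore also given within the shallow and the deep libraries. Library UV day 7 replicate 1 was shallow as well, with 1060640 UMIs, but had 0.723 UMIs per read.

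The first principal component of log2 CPM held 55.9% of the variance and followed the harvest day. Its scores were -74.3 ± 4.28 in control day 7, -66.9 ± 1.25 in UV day 7, -1.64 ± 9.58 in control day 10, 9.61 ± 3.85 in UV day 10, 67.6 ± 1.52 in control day 13 and 65.6 ± 7.91 in UV day 13 (SD, n = 3 each). The second component held 11.5%. Within-group correlations of log2 CPM across genes averaged 0.984 in control day 7, 0.966 in UV day 7, 0.955 in control day 10, 0.963 in UV day 10, 0.985 in control day 13 and 0.980 in UV day 13. Genes are not independent replicates in these correlations.

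**Figure D1:**
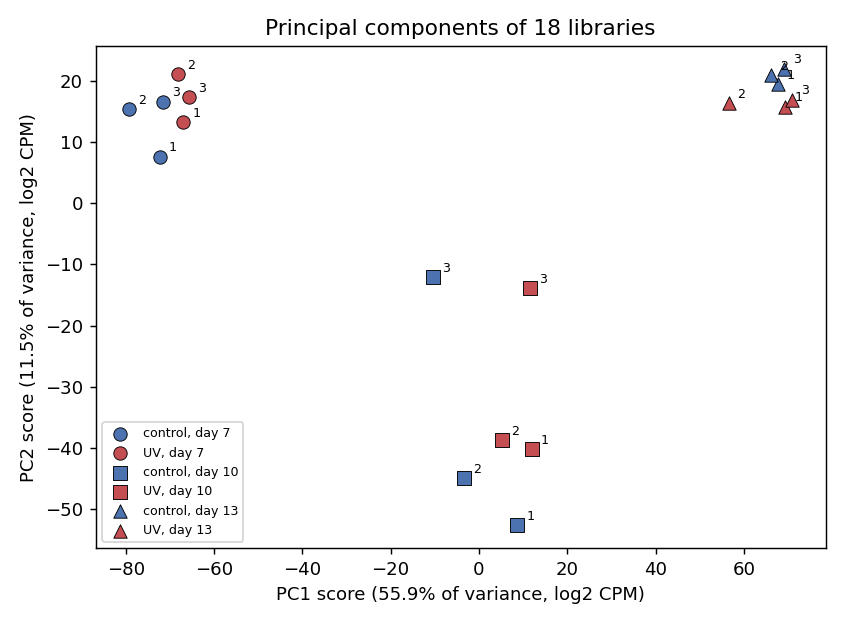
Scores of the 18 libraries on the first and second principal components of log2 CPM (55.9% and 11.5% of the variance), with color for arm, shape for harvest day and the replicate number beside each point. Libraries separate by day along the first component, and day 10 replicate 3 of each arm lies apart from replicates 1 and 2 along the second.

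The comparison of UV with control cultures on the same day asked how transcript levels differed when weak UV was added to growth light. On day 7, 349 of 18196 genes passed the adjusted p threshold of 0.05 in edgeR's quasi-likelihood test, 36 higher and 313 lower under UV. Of these, 11 were at least 2-fold higher and 18 at least 2-fold lower, and the median absolute log2 fold change of the 349 genes was 0.56. An unadjusted p under 0.05 was reached by 2276 genes. The direction of the day 7 calls depended on the scaling. Total-count scaling gave 117 genes, 82 higher and 35 lower, and placed the median log2 fold change of all genes at 0.12 against -0.02 under TMM. Median-of-ratios scaling gave 363 genes, 36 higher and 327 lower. Among settings that used all 18 libraries, the highest count was 770, without a low-count filter. Each of the 6 libraries moved the count by more than 1.5 times when left out. The count was 136, 72 and 611 without control replicates 1, 2 and 3, and 131, 78 and 107 without UV replicates 1, 2 and 3.

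The significance of the genes named on day 7 rested on individual libraries. G28850 fell from 191 ± 57.4 CPM in control to 55.7 ± 22.7 CPM in UV cultures (SD, n = 3 each), a log2 fold change of -1.73 with SE 0.37 and an edgeR adjusted p of 0.0347. G40417 fell from 3.14 ± 0.302 to 0.594 ± 0.721 CPM, a log2 fold change of -1.72 with SE 0.45 and an edgeR adjusted p of 0.0348. G677 rose from 0.404 ± 0.341 to 3.36 ± 1.55 CPM, a log2 fold change of 2.56 with SE 0.61 and an edgeR adjusted p of 0.0203. Its second identifier is shared by 3 genes, so the value is uncertain. G41568 rose from 0.461 ± 0.237 to 2.22 ± 1.38 CPM, a log2 fold change of 2.53 with SE 0.62 and an edgeR adjusted p of 0.0258. G28850 and G40417 lost significance under total-count scaling, with the replicate block and without control replicate 1 or 2 or UV replicate 1 or 2. G28850 also lost it with only the 6 day 7 libraries in the fit and at equal depth, and G40417 with read counts. G677 lost it without control replicate 1 or 2 or UV replicate 1 or 3, and G41568 without any 1 library except UV replicate 1. The adjusted p of G28850 (edgeR, limma or DESeq2) ranged from 0.000122 to 0.179 over all 16 alternatives. That of the others (edgeR or limma) ranged from 0.0116 to 0.259 for G40417, 0.000342 to 0.17 for G677 and 0.000227 to 0.399 for G41568, over the 14, 14 and 13 alternatives that tested them. DESeq2 and the fit at equal depth tested none of these 3 genes. None changed direction where tested, but single libraries moved the size of G40417, G677 and G41568. The log2 fold change of G28850 stayed between -2.24 and -1.42 over its 16 alternatives. UV replicate 3 held 12 of the 14 UMIs of G40417 in UV cultures, and without it the fall was 9.55-fold over pooled UMIs (95% exact interval 2.52 to 80.9). Without control replicate 3 the rise of G677 was 13.7-fold over pooled UMIs (95% exact interval 3.57 to 117.0), and without UV replicate 3 the log2 fold change of G41568 was 1.86.

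On day 10, 460 genes passed the threshold in edgeR's quasi-likelihood test, 118 higher and 342 lower under UV, of which 28 and 83 changed at least 2-fold. Their median absolute log2 fold change was 0.73. Total-count scaling gave 417 genes, 136 higher and 281 lower. Within the 4 shallow libraries 53 genes passed, 29 higher and 24 lower (54.7% higher, against 25.7% with all libraries), so the excess of lower genes was not seen among those calls. Within the deep replicate 3 of each arm 229 genes passed, 31 higher and 198 lower, a fit with 1 library per arm whose spread is assumed to be that of the other groups. With a term for the batch, 534 genes passed, 146 higher and 388 lower. The count was 256 without control replicate 2, 195 without control replicate 3, and 183 without UV replicate 3. In the last case 84 genes were higher and 99 lower.

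Among the day 10 genes, G296 rose from 3.21 ± 1.59 to 22.2 ± 9.69 CPM (SD, n = 3 each), a log2 fold change of 3.08 with SE 0.58 and an edgeR adjusted p of 0.00995. It lost significance in 1 of 19 alternatives, without control day 10 replicate 3, with an edgeR adjusted p of 0.239 (range over alternatives 3.79e-07 to 0.239). G41568 had 32 UMIs over the UV libraries and 2 over the control libraries, an 18.2-fold ratio (95% exact interval 4.64 to 156) with an edgeR adjusted p of 0.0101. G15247 fell from 8.73 ± 3.87 to 0.718 ± 0.433 CPM, a log2 fold change of -3.97 with SE 0.87 and an edgeR adjusted p of 0.0196. G5411 fell from 2.08 ± 1.26 to 0.244 ± 0.423 CPM, a log2 fold change of -2.57 with SE 0.69 and an edgeR adjusted p of 0.0331. G41568, G15247 and G5411 were not significant within the shallow or within the deep libraries alone, without replicate 3 of either arm, or with limma-voom. G5411 also lost significance with read counts. G15247 also lost significance without control replicate 2 or UV replicate 1, and G5411 without UV replicate 1 or 2. Their adjusted p (edgeR or limma) ranged from 1.87e-05 to 0.39, 1.55e-10 to 0.479 and 0.0085 to 0.577 over the 16, 17 and 16 of 19 alternatives that tested them, with the same direction in each. DESeq2 and the fit of only the 6 day 10 libraries tested none of the 3. Replicate 3 also set the size of these changes. Without that of control, the log2 fold change was 2.19 for G296 and -1.70 for G5411, and G41568 had 0 UMIs in control, at least 3.20-fold higher under UV. Without that of UV, G15247 was 10.8-fold lower over pooled UMIs (95% exact interval 3.57 to 53.1), and G5411 had 0 UMIs, at least 3.25-fold lower.

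On day 13, 351 genes passed the threshold in edgeR's quasi-likelihood test, 281 higher and 70 lower under UV, of which 84 and 22 changed at least 2-fold. Their median absolute log2 fold change was 0.70. Total-count scaling gave 344 genes, 274 higher and 70 lower. The count was 194 without control replicate 1, 156 without control replicate 2 and 129 without UV replicate 2, and in each case more genes were higher than lower. G2675 rose from 0.445 ± 0.367 to 8.18 ± 1.68 CPM (SD, n = 3 each), a log2 fold change of 4.22 with SE 0.41 and an edgeR adjusted p of 9.14e-09. It passed in all 15 alternatives that tested it, of 16. As 2 genes share its second identifier, its value is uncertain. G1953 had 38 UMIs over the UV libraries and 1 over the control libraries, a 54.5-fold ratio (95% exact interval 9.20 to 2207) with an edgeR adjusted p of 0.00153. On day 10 G1953 had 0, 1 and 25 UMIs in control replicates 1, 2 and 3 and 0 in every UV library. That control replicate 3 reached 3.39 CPM, against 2.66 ± 1.83 CPM in UV day 13 (SD, n = 3), so G1953 was also high in 1 culture without UV. Its second identifier is shared by 3 genes, so its value is uncertain. Without control replicate 2, G2675 was 37.0-fold higher over pooled UMIs (95% exact interval 12.3 to 182), and G1953 had 0 UMIs in control, at least 12.5-fold higher under UV. Without control replicate 3 the ratio of G1953 was 33.2-fold (95% exact interval 5.61 to 1345).

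The falls named on day 13 were G10807 and G15441. G10807 went from 6.57 ± 2.15 to 1.49 ± 0.936 CPM (SD, n = 3 each), a log2 fold change of -2.02 with SE 0.43 and an edgeR adjusted p of 0.00848, and lost significance in 1 of the 15 alternatives that tested it, without control day 13 replicate 2 (edgeR adjusted p 0.0646, range over alternatives 6.62e-07 to 0.0646). G15441 went from 18.7 ± 10.6 to 4.86 ± 2.81 CPM, a log2 fold change of -1.93 with SE 0.43 and an edgeR adjusted p of 0.0273. It lost significance in 5 of the 15 alternatives that tested it, with limma-voom, read counts, only the 6 day 13 libraries, and without UV day 13 replicate 1 or replicate 2. Its adjusted p (edgeR, limma or DESeq2) ranged from 3.39e-09 to 0.268.

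**Figure D2:**
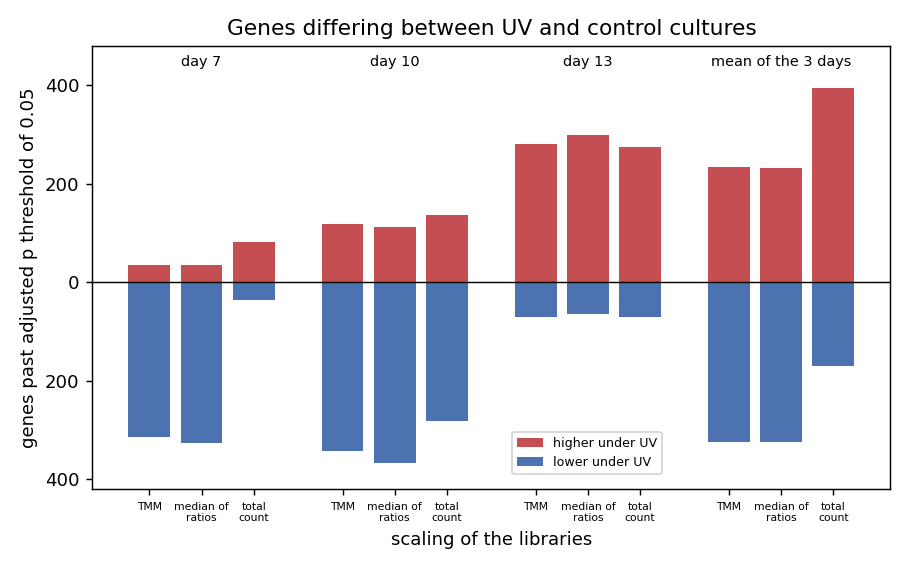
Number of genes past the adjusted p threshold in edgeR's quasi-likelihood test for UV against control, higher under UV above the zero line and lower below it, on each day and for the mean of the 3 days, under 3 scalings of the libraries. Most calls were lower under UV on day 10 and higher on day 13 under every scaling shown, while on day 7 the split went from 36 higher and 313 lower under TMM to 82 higher and 35 lower under total-count scaling.

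In the authors' deposited table, 309 genes had an adjusted p under 0.05 for UV against control on day 7, 23 higher and 286 lower. The authors' deposited table gave 401 genes on day 10, 80 higher and 321 lower, and 325 on day 13, 271 higher and 54 lower. Of the genes past the threshold here, 268, 366 and 284 were also past it in the authors' deposited table on days 7, 10 and 13, all with the same direction.

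Calls were compared between days, whose contrasts share no libraries but come from 1 fit with a shared spread. The counts for independent lists take every gene as equally likely to be called. An excess over them alone therefore does not show a shared UV difference. Days 7 and 10 shared 137 genes against 8.82 for independent lists, and 136 of these had the same direction. Days 7 and 13 shared 52 genes against 6.73, with 12 in the same and 40 in the opposite direction. Days 10 and 13 shared 88 genes against 8.87, with 40 in the same and 48 in the opposite direction. The direction of the genes shared with day 13 depended on the scaling. Under total-count scaling days 7 and 13 shared 19 genes, 15 in the same and 4 in the opposite direction, and days 10 and 13 shared 79, with 41 and 38. Days 7 and 10 then shared 33 genes, 32 of them in the same direction. Across all 18196 genes, log2 fold changes correlated at r = 0.316 between days 7 and 10, r = -0.000841 between days 7 and 13 and r = 0.0460 between days 10 and 13. In total 917 genes were called on at least 1 day and 34 on all 3 days, of which 11 kept 1 direction.

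The mean of the 3 daily differences asked for a UV difference common to the harvest days. It gave 560 genes in edgeR's quasi-likelihood test, 235 higher and 325 lower, with 22 and 26 changed at least 2-fold. Total-count scaling gave 395 higher and 170 lower genes, so the split depended on the scaling. With only the shallow day 10 libraries the count was 308, and with only the deep ones it was 406. Leaving out UV day 7 replicate 3 gave 367 genes. G41568 rose with an edgeR adjusted p of 1.84e-06, with no mean fold given since control day 10 held 2 UMIs, and passed in all 28 of 30 alternatives that tested it, DESeq2 and equal depth being the others. On day 13 it stood at 0.835 ± 0.452 CPM in control and 7.57 ± 4.72 CPM in UV cultures (SD, n = 3 each). G31033 fell with a log2 fold change of -2.24, SE 0.40 and an edgeR adjusted p of 0.00896, and lost significance with only the shallow or only the deep day 10 libraries (adjusted p over alternatives 1.35e-07 to 0.0818).

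A pair of further genes was named for the mean of the days, but each had a group with 0 UMIs, so no mean fold is given. G39482 was 1.20 ± 0.303 CPM in control and 9.63 ± 1.22 CPM in UV cultures on day 13 (SD, n = 3 each), had 0 UMIs in every control day 7 library and had an edgeR adjusted p of 0.000251. It lost significance with all libraries thinned to equal depth (edgeR adjusted p 0.42, range over alternatives 2.97e-06 to 0.42). G32471 was 8.77 ± 1.47 CPM in control and 4.19 ± 1.19 CPM in UV cultures on day 7, had 0 UMIs in every UV day 13 library and had an edgeR adjusted p of 0.0237. It lost significance in 6 of the 28 alternatives that tested it, without control or UV day 13 replicate 2 or replicate 3 and with only the shallow or only the deep day 10 libraries, with a range over alternatives of 0.0161 to 0.072.

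The UV-by-day interaction asked whether the UV difference itself varied between days. It gave 593 genes in edgeR's quasi-likelihood test. By direction of the fitted difference, 490 of them (82.6%) were lower under UV on days 7 and 10 and higher on day 13. The difference between the UV effects of days 13 and 7 alone compares no day 10 group, though day 10 libraries shared in the fit and its spread. It gave 608 genes, 579 of them with a more positive UV difference on day 13. The difference between the UV effects of days 10 and 7 gave 2. With only the shallow day 10 libraries the joint test gave 567 genes, and with only the deep ones 679. The count was 365 without control day 13 replicate 1 and 329 without UV day 13 replicate 2.

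The interaction genes with the smallest p were G9543 and G13865. G9543 was 115 ± 3.25 CPM in control and 92.8 ± 8.98 CPM in UV cultures on day 7, and 9.95 ± 1.41 and 30.9 ± 7.74 CPM on day 13 (SD, n = 3 each). Its UV difference was 1.94 higher on day 13 than on day 7 on the log2 scale, with SE 0.21 and an edgeR adjusted p of 1.63e-07 for the joint test. G13865 was 39.9 ± 6.23 and 24.1 ± 1.24 CPM on day 7, and 0.988 ± 0.256 and 5.86 ± 1.91 CPM on day 13. Its UV difference was 3.26 higher on day 13, with SE 0.37 and an edgeR adjusted p of 4.84e-07. Both passed in all 30 alternatives run.

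**Figure D3:**
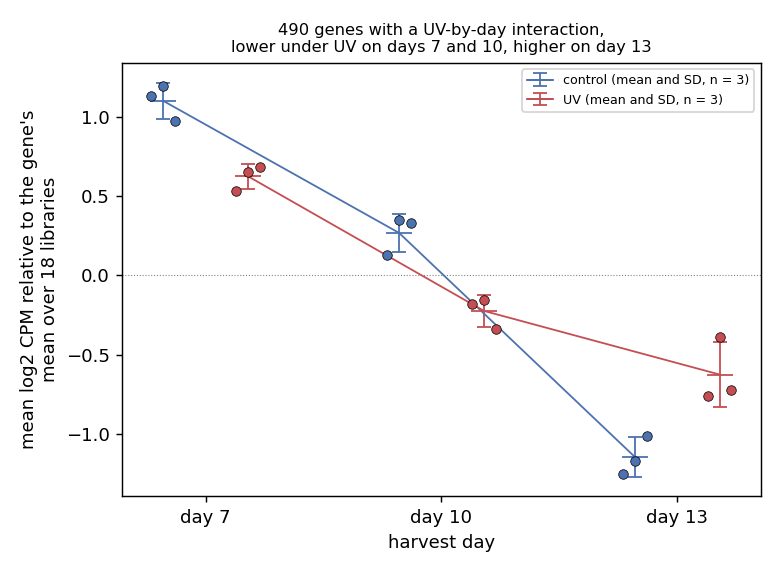
Mean log2 CPM of the 490 interaction genes that were lower under UV on days 7 and 10 and higher on day 13, relative to each gene's mean over 18 libraries, with 1 point per library and mean and SD per group (n = 3). The genes were selected for this pattern, and their level went from 1.10 to -1.15 in control and from 0.63 to -0.63 in UV cultures between days 7 and 13.

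Day 13 was compared with day 7 within each arm as the scale of change with culture age. In control cultures 10318 genes passed the threshold in edgeR's quasi-likelihood test, 5443 higher and 4875 lower on day 13, of which 1494 and 2329 changed at least 2-fold. In UV cultures 9719 genes passed, 5007 higher and 4712 lower, of which 1549 and 2154 changed at least 2-fold. Total-count scaling gave 9978 higher and 2904 lower genes in control and 7816 higher and 3146 lower in UV cultures. It placed the median log2 fold change of all genes at 0.46 and 0.32, against 0.07 and 0.05 under TMM. Median-of-ratios scaling gave 4859 higher and 5268 lower genes in control and 4610 higher and 4941 lower in UV cultures, so which direction held more genes depended on the setting. DESeq2 gave 3757 higher and 4717 lower genes in control and 3624 higher and 4321 lower in UV cultures. Both arms called 8098 genes, 8074 of them in the same direction, and log2 fold changes correlated at r = 0.919 across 18196 genes. The authors' deposited table gave 8797 genes for control, 3949 higher and 4848 lower, and 8250 for UV cultures, 3788 higher and 4462 lower, with an adjusted p under 0.05. It shared 8481 and 8068 genes with the calls here, all with the same direction.

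The genes with the largest age changes were near absence on 1 of the days. In control cultures G17529 had 3 UMIs over the day 7 libraries and 3518 over those of day 13, a 1059-fold ratio (95% exact interval 362 to 5137) with an edgeR adjusted p of 3.53e-06. G17840 went from 2 to 311 UMIs, a 140.4-fold ratio (95% exact interval 38.5 to 1164) with an edgeR adjusted p of 1.55e-10. G8480 fell from 55.6 ± 3.00 to 0.227 ± 0.393 CPM (SD, n = 3 each), a log2 fold change of -7.88 with SE 0.40 and an edgeR adjusted p of 4.33e-14. G38892 had 85 UMIs on day 7 and 0 on day 13, at least 31.4-fold lower, with an edgeR adjusted p of 2.3e-09. Left-out libraries moved some of these sizes. Without control day 7 replicate 3 the ratio of G17840 was 78.9-fold (95% exact interval 21.7 to 655). Control day 13 replicate 2 held all 4 day 13 UMIs of G8480, and without it the fall was at least 246-fold. Without control day 13 replicate 3 the log2 fold change of G8480 was -7.25 and G38892 was at least 19.1-fold lower.

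In UV cultures G8314 had 0 UMIs over the day 7 libraries and 747 over those of day 13, at least 277-fold higher, with an edgeR adjusted p of 4.68e-19. On day 13 it stood at 54.7 ± 10.3 CPM in UV and 3.27 ± 0.923 CPM in control cultures (SD, n = 3 each). The size of its rise therefore does not describe culture age without UV. G17529 went from 3 to 746 UMIs, a 277-fold ratio (95% exact interval 94.4 to 1346) with an edgeR adjusted p of 0.000153. On day 13 it was at 87.1, 8.46 and 93.4 CPM in UV replicates 1, 2 and 3, so replicate 2 stood well below the others, and without it the ratio was 446-fold (95% exact interval 152 to 2168). All 3 of its day 7 UMIs lay in UV replicate 2. Without that library the rise of G17529 was at least 179.6-fold and that of G8314 at least 179.9-fold. Without UV day 7 replicate 3 they were 115.9-fold (95% exact interval 39.5 to 563) and at least 116.1-fold. G40716 went from 198 UMIs to 0, at least 59.3-fold lower, with an edgeR adjusted p of 5.88e-14. G13735 went from 127 UMIs to 0, at least 38.0-fold lower, with an edgeR adjusted p of 2.41e-12. Without UV day 13 replicate 2 these limits were 34.5-fold and 22.1-fold. All 8 age changes named passed in every alternative that tested them.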

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

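Chosen after the data were seen are the equal-depth thinning, the fits by day 10 library batch and the test of scaling on the pattern over all 3 days. The other tests of the interaction were fixed before their results were seen.

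The UV difference varied between days in 593 genes, by a joint test of the interaction. Of these, 490 were lower under UV on days 7 and 10 and higher on day 13 by the direction of the fitted difference. Selection for a difference between days itself favors opposite directions. Among all genes, 40 were called in opposite directions on days 7 and 13 and 48 on days 10 and 13. Chance assignment of treatment can be excluded at the level the splits allow, since 1 of 60 drawn splits of the libraries within days, the real one, gave as many genes, and the highest other split gave 21. The batch of 4 shallow day 10 libraries is argued against as the whole source of the differences. The difference between days 13 and 7, which compares no day 10 group, gave 608 genes. Day 10 libraries still entered that fit through the filter and the shared spread, so an effect of the batch on the count is not excluded. Uneven depth is argued against as the whole source, because 245 genes passed with every library thinned to 1060640 UMIs, 217 of them among the 593. The shallow library UV day 7 replicate 1 was not needed, with 550 genes in its absence. Scaling is argued against as the whole source of the direction. Under total-count scaling 332 of 426 interaction genes (77.9%) were lower on days 7 and 10 and higher on day 13, against 490 of 593. Without regard to day 10, 346 (81.2%) were lower on day 7 and higher on day 13, against 532 of 593, so the counts and shares fell with the scaling.

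The count still rested in part on single libraries, with 329 genes without UV day 13 replicate 2 and 365 without control day 13 replicate 1. Reads shared between similar genes stay open for the 42 of the 593 genes that share a second identifier. GC content and gene length were not tested, as no gene models were paired with the identifiers. A response to UV that changes with culture age stays open as a hypothesis.

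G9543 and G13865 stood out in the same test. The UV difference was 1.94 higher on day 13 than on day 7 for G9543 and 3.26 higher for G13865, on the log2 scale. Every UV library lay below every control library on day 7 and above every control library on day 13 for both genes. Neither shares its second identifier with another gene, which leaves shared reads without evidence in the identifiers, and both passed in all 30 alternatives, including total-count scaling and equal depth. A biological difference tied to UV and age stays open for both, untested beyond these libraries.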

How the results depend on the processing

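The equal-depth thinning and the day 10 batch fits were chosen after the data were seen, and the other alternatives before. Where a count changed, the cause was not tested unless stated.

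Without a low-count filter, on 31094 genes, UV against control gave 770 genes on day 7, 724 on day 10, 592 on day 13 and 899 for the mean of the days. All 349 day 7 genes were among the 770. Total-count scaling gave 117 genes on day 7, of which 71 were among the 349. limma-voom gave 738 on day 7 and 247 on day 10, and a fit of only the 6 day 7 libraries gave 556. The filter of 10 UMIs in 3 libraries kept 18335 genes, more than the default, so it did not act as a stricter filter.

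Within the shallow day 10 libraries 53 genes passed on day 10 and 308 for the mean of the days, and within the deep ones 229 passed on day 10, with fewer libraries in each fit.

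Thinning every library to the shallowest total gave 195 genes on day 7, 306 on day 10, 143 on day 13, 241 for the mean, 245 for the interaction, and 5613 and 5730 for age in control and UV cultures. These fits tested 14326 genes on fewer UMIs, which shows what depth limits.

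The replicate numbers were not taken to pair the libraries, since not every pair deviated together. Same-numbered UV and control libraries of a day deviated together with r of -0.0636 to 0.230 over 9 pairs, and 1 exceeded 0.1, day 10 replicate 3 with 0.230. On day 10 the number also separates the shallow from the deep libraries, so there it ties libraries across the arms. With the replicate block 557 genes passed on day 7, 635 on day 10, 473 on day 13, 764 for the mean, 734 for the interaction, and 10223 and 9495 for age in control and UV cultures. With the block G28850 and G40417 no longer passed on day 7.

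Leaving out 1 library at a time gave 72 to 611 genes on day 7, 183 to 498 on day 10, 129 to 445 on day 13, 367 to 679 for the mean, 329 to 673 for the interaction, 9082 to 9704 for age in control and 8044 to 9557 for age in UV cultures. The lowest counts were without control day 7 replicate 2 (72), UV day 10 replicate 3 (183), UV day 13 replicate 2 (129 and, for the interaction, 329), UV day 7 replicate 3 (367 for the mean and 8044 for age) and control day 13 replicate 3 (9082). The other libraries that moved a count by over 1.5 times were the remaining 5 of day 7, with 78 to 611 genes, control day 10 replicates 2 (256) and 3 (195), control day 13 replicate 1 (194, and 365 for the interaction) and control day 13 replicate 2 (156). Over 29 alternatives, left-out libraries included, days 7 and 10 shared 20 to 363 genes, days 7 and 13 shared 4 to 140 in opposite directions (4 of 19 under total-count scaling), and 208 to 667 interaction genes were lower on days 7 and 10 and higher on day 13.

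Median-of-ratios scaling, DESeq2 and read counts gave all 7 counts within 1.5 times. DESeq2 gave 460, 472, 327, 515, 614, 8474 and 7945 genes in the order day 7, day 10, day 13, mean, interaction, age in control and age in UV cultures.

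Genes named in the report were tested in 485 of 512 combinations of gene and alternative. In the other 27 the gene had no adjusted p, under DESeq2, at equal depth or in a fit of only the libraries compared. In 425 they passed as before, in 60 they kept their direction but no longer passed, and in 0 they reversed. Of the 60, 35 came from leaving out a library and 25 from other settings. The gene-list tests and their alternatives were not run, because the identifiers are not paired with descriptions.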

Other observations

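Chosen only after their results were seen were the tests of scaling on the split of calls on each day, of the split within the shallow day 10 libraries, of UV day 7 replicate 1, of the day 10 UMIs per read, of UV day 13 replicate 2, of the gene lists of days 10 and 13 against age, and the day 10 regroupings by batch.

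Splits of the 6 libraries of a comparison were counted for each count of genes. The real split gave the most genes in 1 of the 10 splits for UV against control on days 7, 10 and 13 and for age in each arm, and the highest other split gave 1, 20, 2, 0 and 0 genes. With 10 splits the share cannot go below 0.1, so chance cannot be excluded at the 0.05 level by splits alone. For the mean of the days, 1 of 60 splits drawn, the real one included, gave as many as 560 genes, and the highest other gave 104, so chance can be excluded there.

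The excess of genes lower under UV on day 7 depended on the scaling. Under total-count scaling 70.1% of the calls were higher, but that scaling moved the median log2 fold change of all genes from -0.02 to 0.12, which by itself moves calls toward higher. The excess stayed under median-of-ratios scaling, with 36 higher and 327 lower, and in DESeq2, with 26 and 434, and no value here decides between the scalings, so scaling cannot be told apart from other sources of this excess. On days 10 and 13 the calls were 32.6% and 79.7% higher under total-count scaling, but the median log2 fold change of all genes hardly moved, from 0.01 to 0.03 and from -0.00 to 0.01. Scaling on those days therefore cannot be told apart from other sources of the excess, because the scalings compared barely differ there.

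A difference in direction between the deep day 10 pair and the shallow libraries is argued against for the genes called lower. Of the 197 genes called lower in the deep pair on the genes both fits tested, 98.0% were also lower in the shallow libraries, against 49.7% of all genes. The size differed for these genes, which were selected in the deep pair. Their median log2 fold change was -0.54 in the shallow libraries and -1.04 in the deep pair. Across all genes the log2 fold changes of both sets correlated at r = 0.194. The excess of lower over higher calls itself may rest on the deep pair. Within the shallow libraries 54.7% of the 53 calls were higher. Without UV replicate 3 the calls were 84 higher and 99 lower, and without control replicate 3 they were 57 and 138. With every library thinned to 1060640 UMIs they were 93 and 213, so low depth alone did not remove the excess.

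A candidate explanation for the day 7 difference is that UV cultures stood further along the change with age. The UV difference on day 7 correlated across genes with the control change from day 10 to day 13, which uses other libraries, at r = 0.251. The other regroupings of the 6 libraries reached at most 0.190 in size, which with 10 regroupings cannot exclude chance. The 313 genes lower under UV on day 7 had a median log2 change of -1.16 between control days 10 and 13, and 298 of them fell, while 95% of 10000 random lists matched on expression had medians of -0.08 to 0.01. The 36 genes higher under UV had a median of 0.29, against -0.10 to 0.21. Which genes enter these lists depends on the scaling on day 7.

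On day 10 the gene lists showed a like relation with the control change from day 7 to day 13. The 342 genes lower under UV had a median of -2.92, with 305 falling, against -0.11 to 0.05 in 95% of random lists, and the 118 higher genes had a median of 0.42, against -0.15 to 0.13. These values are consistent with UV cultures standing further along the change with age for the called genes. Across all genes the correlation was 0.223, but 2 of the 10 regroupings were as far from 0. The same held among the 6 regroupings with 1 deep library on each side, where 2 were as far and the other reached 0.276, while the 4 with both deep libraries on 1 side reached at most 0.154. For all genes, a shift along age therefore cannot be told apart from variation between the day 10 libraries.

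On day 13 no shift of all genes along age was seen, while the gene lists left such a shift open for the called genes. Across all genes the correlation with the control change from day 7 to day 10 was -0.00451, with a slope of -0.00191. All 10 regroupings were as far from 0, and the largest other reached 0.146. A shift of all genes along this axis beyond that spread is argued against, while a smaller shift is not excluded. The 281 genes higher under UV had a median of -0.51 between control days 7 and 10, against -0.12 to 0.02 in 95% of random lists, which on its own goes with a younger state. The 70 lower genes also fell, with a median of -0.47 against -0.23 to 0.08. A younger state would have them rise only if their change kept 1 direction up to day 13. Their mean log2 CPM, relative to each gene's mean over 18 libraries, was -0.37, -0.29 and -0.09 in the control day 10 libraries. It was 0.48, 0.74 and 0.44 in control day 13 and -0.27, -0.37 and -0.26 in UV day 13 libraries. As these genes were selected on day 13, their fall does not decide for or against a younger state. The lists called in either direction thus fell along this axis. For the called genes a younger state cannot be told apart from other differences. The genes lower on day 7 were mostly higher under UV on day 13, with 252 of 313 higher and a median of 0.25. Cell numbers and growth curves were not analysed here.

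UV day 7 replicate 1 correlated less with its replicates than the other day 7 libraries with theirs, 0.954 against 0.985. With all day 7 libraries thinned to its total the gap was 0.00186, so the lower correlation may be sampling noise of a shallow library. No biological explanation was tested.

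The 4 shallow day 10 libraries had high UMIs per read. UV day 7 replicate 1 was as shallow and had 0.723 UMIs per read, but it is the only shallow library of another day, so low depth cannot be told apart from a difference in preparation or sequencing. The source stays open, and no biological explanation was tested.

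UV day 13 replicate 2 scored 56.5 on the first principal component, against 69.4 and 71.0 in replicates 1 and 3. Its deviation from them correlated at -0.291 across genes with the control change from day 7 to day 13, while the other 17 libraries ranged from -0.179 to 0.180 with the change of the other arm. Because the first component is itself mostly the change with age, this correlation follows almost from the pattern, and a younger culture state cannot be told apart from other sources of variation between cultures. Without this library the day 13 count was 129 and the interaction count 329.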
